A study of Homo sapiens with 20 samples. Its data were reported in "Preclinical activity of brincidofovir in peripheral T-cell and NK/T-cell lymphoma" (2026).

How the data were processed

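RNA was sequenced from 20 untreated human cell lines, with 1 library per line and therefore no replicate of any line. Per the labels, total RNA was extracted with a column kit, libraries were made with a stranded total RNA kit, and all 20 samples carried the same batch label. The deposited table held TPM values, which the authors had computed from their reads and scaled so that each column summed to 1000000. TPM is a read count divided by transcript length and rescaled to a fixed total per library. TPM therefore measures the share a gene takes of a library, and a large rise of a few genes lowers the values of the others. The aligner, the quantification tool, the genome build and the annotation were not stated in the labels. A TPM table keeps no sequencing depth, so the depth of each library was unknown and neither counting intervals nor detection floors were computed.

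The table held 51092 rows. Rows of Epstein-Barr virus genes (84, of which 79 were above 0 in some library) were set apart from the human rows. A further 29 rows whose names a spreadsheet had turned into dates were left out because their genes could not be told from one another. Rows sharing 1 name (150 names, of which Y_RNA alone had 547 rows) were summed, which left 50273 human gene names. No mitochondrial transcript was listed. Of 6802 genes with a median of at least 20 TPM over the 19 lymphoma lines, 96 were listed at exactly 0 in at least 1 of those lines. An exact 0 is therefore described here as a listed 0, and for *TLE1* the value of each library is given. Older gene symbols of the table were matched to current ones (*TMEM173* is *STING1*, *MB21D1* is *CGAS*, *AES* is *TLE5*).

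Lines were grouped by their disease label, except K-562, which was set apart by its cell line label and the study's description of its panel. The 19 lymphoma lines formed 1 group and K-562, a chronic myeloid leukaemia line that carried the same disease label as the others, was kept apart because it lay outside the study's B-cell panel. The labels assigned no line to a brincidofovir-sensitive or resistant group, so the comparison of sensitive with resistant lines was not made and no fold change between such groups was computed. Relations between genes and gene programmes across lines were measured in its place. The RAJI and DAUDI libraries were the most similar pair and shared their most abundant immunoglobulin variable genes, so the independence of the 19 lines was not assured. Each relation that used both was therefore also computed with the pair averaged as 1 line.

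Gene levels were compared as log2(TPM + 1). A score was the mean log2(TPM + 1) of a list of genes written from general knowledge rather than from published collections. The lists covered B-lineage genes (10), erythroid genes (10), T- and NK-lineage genes (12), germinal centre B-cell-like markers (9), activated B-cell-like markers (10), MYC targets (30), E2F targets (28), G2M genes (23), oxidative phosphorylation subunits (75) and interferon-stimulated genes (24), and each gene of these lists was found in the table. The list of published genes held 23 genes that the study had selected on these same libraries, so results on it are not independent evidence. Histone genes were taken by their names, and their share of TPM is given in the report. A list of resting-cell genes was used only for a test described after the report.

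For 9 relations across lines, Pearson's r and Spearman's rho were computed, each with a two-sided permutation test (100000 resamples, seed 2026), and the p-values of r, and separately those of rho, were adjusted over the 9 relations by the Benjamini-Hochberg method at a level of 0.05. The direction and the call of a relation were taken from r. Where the sorted values of a measure had a gap above 1/3 of their range with at least 2 lines on both sides, no pooled r was computed and the largest cluster of at least 6 lines was used. The gap was 53.7% of the range for *TLE1*, 44.3% for *STING1* and 43.1% for the E2F target score. Each r was recomputed without the 2 lines farthest from the median of the first-named measure. Genes co-varying with *TLE1* were those with an absolute rho of at least 0.7 among genes with a mean of at least 1 TPM over the lines of the fit, and their number was compared with that under 100 permutations of the *TLE1* values (one-sided). The concentration of a gene was the share of its TPM, summed over the 19 lines, that its 2 highest lines held. The median share of the published genes was placed among 10000 random lists of the same size matched on mean TPM. Line-restricted genes were at 10 TPM or more in 1 line and under 1 TPM in each of the other 19 libraries. Similarity between libraries was Spearman's rho over the 25478 genes at 1 TPM or more in at least 1 library.

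The tests, the lines of each fit, the lists and the rule for naming genes were fixed before the data were examined. Genes named were a list of genes the study discussed, to which 5 relatives of *TLE1* (*TLE2* to *TLE6*) and *CMPK1* had been added from general knowledge when the list was written, genes of the B-lineage and erythroid lists, the 5 genes with the largest rho in each direction with *TLE1*, the line-restricted gene with the highest TPM in a line, and the 5 most and 5 least concentrated published genes. One gene that met this rule is not reported here. A gene named outside this rule is said to have been chosen after its values were seen. Alternatives fixed in the same way were a pseudocount of 0.1, rescaling by the median of ratios over genes at 1 TPM or more in every library, inclusion of K-562, scores as mean z-scores, filters on mean TPM, other thresholds of rho and TPM, and the omission of each line in turn. The average of RAJI and DAUDI was chosen after seeing the data. Gene order was taken from a RefSeq gene table of the GRCh38.p14 assembly, which need not be the build the authors used, so it served only to find neighbouring genes and no coordinate is given.

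The computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Each procedure was tested on simulated data. The relation test called 40 of 40 simulated relations with a correlation of 0.8 and 5 of 200 with none. The co-variation count recovered 195 of 200 genes made to follow *TLE1* and called 43 unchanged genes of 17141. The concentration procedure placed 5 of 5 concentrated lists and 0 of 20 random lists in the upper 2.5% of the random lists.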

Results

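Transcript levels were measured in 20 untreated cell lines (19 lymphoma lines and K-562), with 1 library per line. Most of the lymphoma lines were derived from diffuse large B-cell lymphoma, a cancer of mature B cells. RAJI and DAUDI carry the names of Burkitt lymphoma lines, L-428 was derived from Hodgkin lymphoma, and K-562 was derived from chronic myeloid leukaemia. The study asked which genes accompanied sensitivity to brincidofovir (BCV), a lipid-conjugated nucleotide analogue that interferes with DNA synthesis. Sensitivity classes were not part of the labels and were not used here. No line had a replicate, so every SD below is a spread between lines and not an experimental error. The depth of the libraries was unknown, since TPM values keep no depth.

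The lymphoma lines had a median of 15628 genes at 1 TPM or more (mean 15356 ± 809, SD, n = 19 lines). The number ranged from 13813 in SC-1 to 16479 in OCI-LY19, and it was 16762 in K-562. A detection level of 5 TPM moved this median most, to 11049 genes. The libraries differed in the transcripts that took up the largest share of TPM. The 10 most abundant genes took a median share of 11.2%, from 8.10% in OCI-LY19 to 15.1% in OCI-LY18. Histone genes took a median share of 9.78%, from 0.845% in DAUDI to 23.2% in OCI-LY18. The scaling factors by median of ratios ran from 0.794 in OCI-LY18 to 1.18 in DB. The batch label was the same in all libraries, so no relation could be examined within separate batches.

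Pairwise Spearman correlations across 25478 genes showed how alike the lines were; these correlations are across genes, which are not independent replicates. Among the 171 pairs of lymphoma lines the median rho was 0.850 (SD 0.0387). Pearson's r on the log2 scale moved this median most, to 0.885. The highest value, 0.950, was between DAUDI and RAJI, and the next highest was 0.898, between SUDHL-6 and SC-1. The most abundant immunoglobulin variable gene of each of the 3 chains was the same in RAJI and DAUDI, and 0 of the 170 other pairs shared all 3. The independence of these libraries was therefore not assured. L-428 had a median rho of 0.757 with the other lymphoma lines, and K-562 had a median of 0.725 with the lymphoma lines.

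Lineage scores were compared to examine the identity of each line. The B-lineage score, a mean log2(TPM + 1) over 10 genes, had a median of 8.01 in the lymphoma lines (SD 1.62, n = 19). It was lowest in L-428, at 1.14, and next lowest in OCI-LY19, at 6.85. *CD79A* was at 0.410 TPM in L-428 against a median of 1438 TPM in the lymphoma lines, and *MS4A1* was at 0.0302 TPM against a median of 558 TPM. *PAX5* remained at 7.22 TPM in L-428 (median of the lines 239.9 TPM). In K-562 the B-lineage score was 0.38, a difference of -7.63 from the median lymphoma line. The erythroid score of K-562 was 6.20, which was 5.78 above the median lymphoma line, and the 19 lymphoma lines lay between 0.32 and 0.76. A pseudocount of 0.1 moved both differences most, to -9.92 for the B-lineage score and 8.42 for the erythroid score. *GATA1* was at 568 TPM in K-562 and at most 0.527 TPM in any lymphoma line. The T- and NK-lineage score had a median of 0.97 in the lymphoma lines (SD 0.42), with a range from 0.13 in OCI-LY3 to 1.69 in RL, and was 0.23 in K-562.

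*TLE1*, a transcriptional corepressor that the study related to BCV sensitivity, was listed at 0 in 9 of the 19 lymphoma lines. The level was 31.5 TPM in OCI-LY18 and 27.5 TPM in L-428. It was 3.39 TPM in WSU-NHL and 1.31 TPM in BJAB. VAL had 0.838 TPM and OCI-LY3 had 0.477 TPM. RL had 0.0986 TPM and OCI-LY19 had 0.0920 TPM. K-231 had 0.0387 TPM and RAJI had 0.0302 TPM. OCI-LY18 and L-428 together held 90.4% of the *TLE1* TPM summed over the 19 lines. The mean over the lines was 3.44 TPM, and rescaling by median of ratios moved it most, to 3.75 TPM. K-562 had 0.0135 TPM. The related genes followed other distributions. *TLE3* had a median of 41.7 TPM (mean 41.3 ± 22.2, SD, n = 19), and *TLE4* had a median of 14.5 TPM with a maximum of 127 TPM in OCI-LY19. *TLE5* had a median of 139 TPM, *TLE6* a median of 1.38 TPM and *TLE2* a median of 0.0977 TPM. *TLE2* was at 70.1 TPM in K-562.

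The study also examined *MYC*, *CD274* (which encodes PD-L1) and the cGAS-STING pathway of cytosolic DNA sensing. It did so mainly in NK/T-cell and T-cell lymphoma models after BCV treatment, with protein as well as transcript measurements. The levels given here are transcripts of untreated lines and do not test those results. *MYC* was above 30 TPM in each of the 20 libraries, with a median of 327 TPM in the lymphoma lines (mean 441 ± 368, SD, n = 19). It ranged from 30.8 TPM in U2932 to 1389 TPM in DB, and was 931 TPM in K-562. *CD274* had a median of 1.57 TPM. It was 54.5 TPM in VAL, 37.2 TPM in DAUDI and 17.1 TPM in L-428, and the lowest value was 0.0688 TPM in SC-1. *STING1* was under 1 TPM in 16 of the 19 lymphoma lines. It was at 30.1 TPM in OCI-LY19, 23.6 TPM in L-428 and 4.37 TPM in K-231, and K-562 had 99.5 TPM. *CGAS* had a median of 2.35 TPM and its highest level, 107 TPM, in L-428. *TBK1* varied less, with a mean of 33.4 ± 11.1 TPM (SD, n = 19). *CCL5* was highest in L-428, at 342 TPM, and *CXCL10* was highest in OCI-LY3, at 1972 TPM. *IFNB1* did not exceed 3.84 TPM in the lymphoma lines and *IFNG* did not exceed 4.89 TPM. *CMPK1* had a mean of 139.6 ± 54.3 TPM (SD, n = 19).

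**Figure D1:**
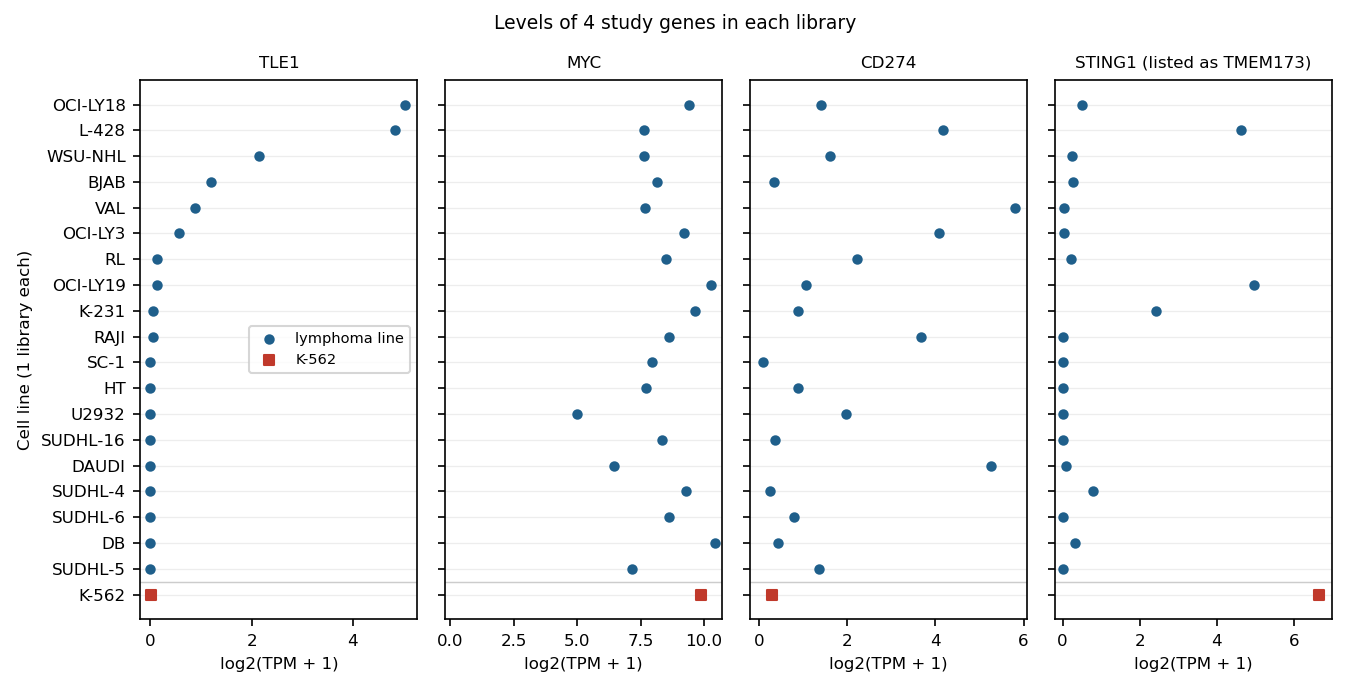
Levels of *TLE1*, *MYC*, *CD274* and *STING1* as log2(TPM + 1) on the horizontal axes, with 1 point per library; circles are the 19 lymphoma lines, ordered by *TLE1*, and the square is K-562. *TLE1* separated OCI-LY18 (31.5 TPM) and L-428 (27.5 TPM) from the other lines, whose highest level was 3.39 TPM.

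In the B-cell lines the study related both *TLE1* and the MYC target, E2F target and oxidative phosphorylation programmes to BCV sensitivity. Whether *TLE1* varied with these programmes across lines was addressed by 5 of the 9 relations. Because OCI-LY18 and L-428 formed a separate cluster for *TLE1*, no pooled r was computed and the relations were measured among the remaining 17 lines, in which *TLE1* did not exceed 3.39 TPM. With *MYC*, r was -0.0872 (two-sided permutation p = 0.717, adjusted p = 0.767 over the 9 relations). Spearman's rho was 0.0743 (permutation p = 0.779). Leaving out WSU-NHL and BJAB, the 2 lines farthest from the median *TLE1* level, moved this relation most and changed its sign, to an r of 0.0561. Leaving out WSU-NHL alone gave 0.0160.

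With the MYC target score, which had a median of 7.12 over the 19 lines (SD 0.39), r was -0.462 (permutation p = 0.0690, adjusted p = 0.207) and rho was -0.324 (permutation p = 0.202). Without WSU-NHL and BJAB r was 0.0509. Leaving out WSU-NHL alone gave an r of -0.102, and leaving out BJAB alone gave -0.453. The negative relation therefore rested largely on WSU-NHL. OCI-LY18 and L-428, which had the highest *TLE1* levels and lay outside this fit, had MYC target scores of 6.91 and 6.95, below the median. Leaving out OCI-LY3 alone gave an r of -0.628 with an adjusted p of 0.0295, a value past the level of 0.05 that the 17 lines together did not reach.

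For the E2F target score (median 6.94, SD 0.98, n = 19), RL and DAUDI formed a further cluster at 4.28 and 3.93, and the relation with *TLE1* was measured among 15 lines. The r was -0.111 (permutation p = 0.712, adjusted p = 0.767), rho was -0.128 (permutation p = 0.647), and r without WSU-NHL and BJAB was -0.329. Leaving out VAL changed the sign, to 0.00452. For the G2M score (median 6.96, SD 0.76), r was 0.0823 among the 17 lines (permutation p = 0.767, adjusted p = 0.767) and rho was -0.199 (permutation p = 0.439). The sign of r changed without WSU-NHL and BJAB, to -0.164. It also changed without WSU-NHL alone (-0.0309) and without DAUDI alone (-0.0178). For the oxidative phosphorylation score (median 6.99, SD 0.30), r was -0.248 (permutation p = 0.355, adjusted p = 0.767), rho was -0.348 (permutation p = 0.168), and r without WSU-NHL and BJAB was -0.329. Leaving out WSU-NHL alone gave an r of 0.0159. No relation of *TLE1* with a programme was past an adjusted p of 0.05 among these lines. The fits say nothing about OCI-LY18 and L-428, which held most of the *TLE1* TPM. OCI-LY18 was below the median for the E2F target (6.14), G2M (5.61) and oxidative phosphorylation (6.17) scores, the last being the lowest of the lymphoma lines. L-428 was above the median for the E2F target (7.08) and G2M (7.21) scores and below it for oxidative phosphorylation (6.87).

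*MYC* and the MYC target score were compared to examine whether the transcript level followed the programme. Over the 19 lines r was 0.149 (permutation p = 0.543, adjusted p = 0.767) and rho was 0.200 (permutation p = 0.410). Without U2932 and DB, r was 0.288.

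*CD274* was set against the interferon score, which had a median of 2.31 (SD 1.83, n = 19) and was highest in RL, at 8.24, followed by VAL, at 6.30. K-562 had a score of 2.16. Over the 19 lines r was 0.596 (two-sided permutation p = 0.00881, adjusted p = 0.0396). Spearman's rho was 0.547 (permutation p = 0.0170, adjusted p = 0.0766). Without VAL and DAUDI, r was 0.332 (permutation p = 0.193, adjusted p = 0.495), so the relation rested on those lines. The adjusted p also rose above 0.05 in 7 of the 19 fits that left out 1 line, among them those without VAL (r = 0.483, adjusted p = 0.178) and without DAUDI (r = 0.525, adjusted p = 0.130). The other 5 were those without L-428 (adjusted p = 0.0743), DB (0.0531), SUDHL-16 (0.0526), SUDHL-4 (0.0514) and SUDHL-6 (0.05004). With RAJI and DAUDI averaged as 1 line, an alternative chosen after seeing the data, r was 0.584 with an adjusted p of 0.0706, and rho was 0.595 with an adjusted p of 0.0456. Inclusion of K-562 also brought the adjusted p of rho past the level, to 0.0430. VAL and DAUDI were also 2 of the 3 libraries that stood apart for Epstein-Barr virus transcripts (2855 and 538 TPM). The third, RAJI, had *CD274* at 11.7 TPM and an interferon score of 2.17. RL, which had the highest interferon score, had no viral TPM and *CD274* at 3.68 TPM. The relation was not separated from the presence of viral transcripts. *STING1* was set against the same score among 17 lines, because OCI-LY19 and L-428 formed a separate cluster. The r was -0.0880 (permutation p = 0.711, adjusted p = 0.767) and rho was 0.109 (permutation p = 0.676). Without K-231 and SUDHL-4 the sign changed, to an r of 0.0487.

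The germinal centre B-cell-like (GCB) and activated B-cell-like (ABC) marker scores describe the 2 main expression classes of diffuse large B-cell lymphoma. The GCB score had a median of 5.20 (SD 1.48, n = 19), from 1.76 in L-428 to 6.67 in SUDHL-5. The ABC score had a median of 3.36 (SD 1.47), from 1.65 in DB to 7.04 in OCI-LY3. The scores were negatively related, with an r of -0.697 (two-sided permutation p = 0.00089, adjusted p = 0.00801) and a rho of -0.628 (permutation p = 0.00469, adjusted p = 0.0422). Without L-428 and OCI-LY3, r was -0.495 (permutation p = 0.0457, adjusted p = 0.411), so the adjusted value rested on those lines. The adjusted p of r stayed at 0.0295 or lower in the 19 fits that each left out 1 line. The adjusted p of rho was less stable. It was 0.0969 after rescaling, 0.0966 with z-scores and 0.264 without L-428 and OCI-LY3. It was also above 0.05 in 12 of the 19 fits that left out 1 line, with a highest value of 0.154 without L-428.

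**Figure D2:**
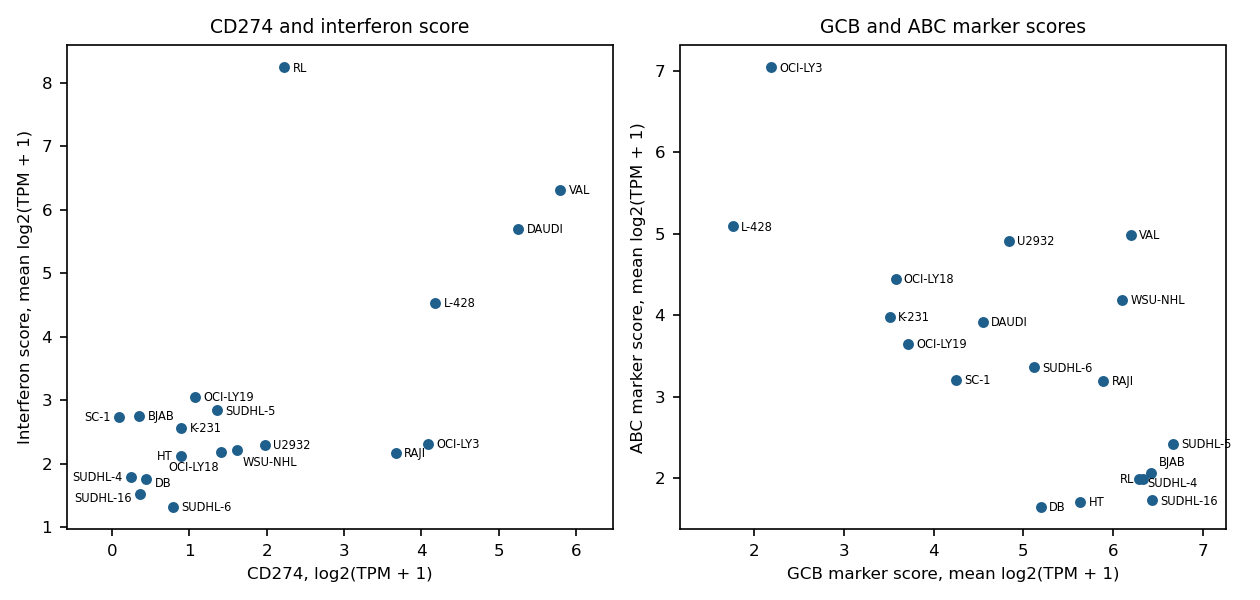
Left, interferon score (mean log2(TPM + 1), vertical axis) against *CD274* (log2(TPM + 1), horizontal axis); right, ABC marker score against GCB marker score (mean log2(TPM + 1) on both axes), with 1 labelled point for each of the 19 lymphoma lines. VAL and DAUDI lay at the upper end of *CD274* (54.5 and 37.2 TPM), and RL had the highest interferon score (8.24).

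The number of genes whose levels followed *TLE1* was counted to see how widely its variation was shared. Among the 17 lines, 46 of 17141 genes had an absolute rho of at least 0.7, of which 37 were positive and 9 negative. In 100 permutations of the *TLE1* values the median count was 35.5 genes (range 7 to 275), and 34 of them gave as many genes (one-sided permutation p = 0.347). The 9 listed zeros of *TLE1* were ties in these ranks. A threshold of 0.6 added the most genes, for a count of 234, and a threshold of 0.8 moved the count most in proportion, to 3 genes. After rescaling by median of ratios the split was 36 positive and 17 negative genes. Leaving out 1 line moved the count by over 1.5 times for BJAB (99 genes), DAUDI (92), OCI-LY3 (83), RAJI (73) and SUDHL-5 (71). The 5 genes with the largest positive rho were *GNAQ* (0.859), *SLC25A39P1* (0.811), *HIVEP2* (0.809), *KDM5B* (0.797) and *TET2* (0.796). *SLC25A39P1* is a pseudogene, and its level is uncertain because reads of the parent gene may have been assigned to it. Genes with a large negative rho included *MLYCD* (-0.770), *NCDN* (-0.754), *DTD1* (-0.740) and *BDH1* (-0.738). The count as a whole did not exceed that of permuted values beyond their spread.

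The 23 genes that the study named on these libraries were examined for the number of lines that carried their expression. Their 2 highest lines held a median of 86.0% of the TPM summed over the 19 lines. The median of 10000 random lists matched on mean TPM was 28.9%, with a central range from 23.8% to 38.5%, and 0 lists reached the value of the published genes. The highest line alone held a median of 53.6%, against 16.6% in the random lists. Inclusion of K-562 moved the share of the 2 highest lines most, to 76.9%. The most concentrated genes were *CT45A1* (99.97%), *CT45A3* (99.94%), *TNIK* (93.0%), *CAPN2* (92.1%) and *TENM4* (92.1%). *CT45A1* and *CT45A3* are near-identical copies, and their separate levels are uncertain. The least concentrated were *FERMT1* (60.1%), *GNAO1* (67.3%), *MBOAT1* (73.6%), *ARNT2* (74.1%) and *TTC7B* (75.9%). The median line was under 1 TPM for all 23 genes. L-428 was among the 2 highest lines for 13 of them and OCI-LY3 for 11. OCI-LY18 and OCI-LY19 were among the 2 highest for 6 genes each, BJAB for 4, and SUDHL-5, DB and WSU-NHL for 2 each. The mean log2(TPM + 1) of the list was 3.86 in L-428, against a median of 0.18 over the lines. K-562, which lay outside the B-cell panel, was above the median line for 19 of the genes and at 10 TPM or more for 11. The study selected the list on these libraries, so its concentration is not independent evidence.

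**Figure D3:**
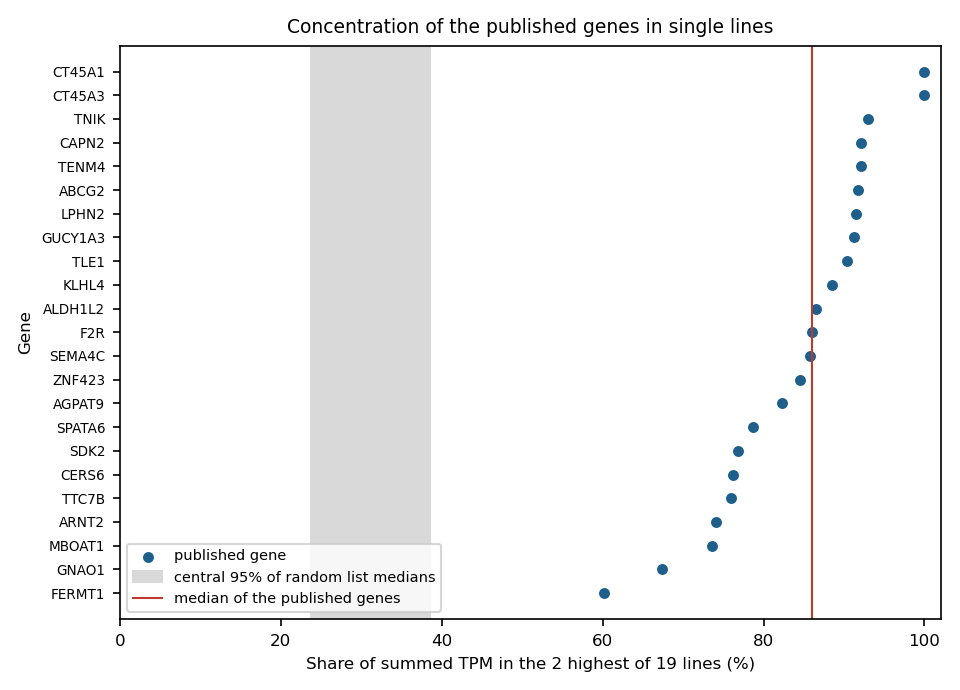
Share of TPM summed over the 19 lymphoma lines that the 2 highest lines held (percent, horizontal axis), with 1 point for each of the 23 published genes; the red line is their median and the grey band the central range of medians of matched random lists. The median was 86.0% and the band ran from 23.8% to 38.5%.

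Line-restricted genes, at 10 TPM or more in 1 line and under 1 TPM in the other 19 libraries, were counted to describe what was particular to each line. There were 497 such genes, of which 257 belonged to K-562 and 117 to L-428. The median over the lymphoma lines was 5 genes, and RAJI had 0. A limit of 5 TPM in the line raised the total to 841 genes, and a limit of 0.1 TPM in the other libraries gave 180 genes, the largest change in proportion. Without K-562 in the comparison, the 19 lymphoma lines had 308 restricted genes. The restricted gene with the highest level was *GATA1* in K-562 (568 TPM), *CCR4* in L-428 (842 TPM), *DNTT* in OCI-LY19 (869 TPM) and *CXCL13* in OCI-LY3 (814 TPM). It was *EPHA7* in BJAB (125 TPM), *MEOX2* in U2932 (137 TPM) and *NKX2-1* in SUDHL-5 (68.4 TPM). In HT it was the immunoglobulin gene *IGKV3-11* (4200 TPM) and in WSU-NHL *IGHV3-48* (557 TPM), whose levels are uncertain because variable genes resemble one another. With 1 library per line, none of these differences had a replicate check.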

Values the study reported

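In the panel of B-cell lymphoma cell lines, the study reported IC50 values of brincidofovir between 79.8 and 8414 ng/ml. Lines with an IC50 under 1 µg/ml were treated as sensitive. Sequencing placed *TLE1* among the genes most raised in the sensitive lines, with a log2 fold change of 8.12 and an adjusted p-value of 0.0004. A quantitative PCR comparison of *TLE1* between the same classes of lines gave a p-value of 0.0350.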

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

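The tests in this part were chosen after the viral values had been seen. The table listed Epstein-Barr virus genes that no comparison of the report used, and 3 libraries stood apart for them. Their summed level was 2855 TPM in VAL, 1070 TPM in RAJI and 538 TPM in DAUDI. The number of viral genes at 1 TPM or more was 76 in VAL, 57 in RAJI and 48 in DAUDI. Among the other 17 libraries, 3 had any viral TPM above 0, and the highest sum was 0.0457 TPM.

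Human reads assigned to viral genes by mistake would appear in every library, which the level of 0.0457 TPM in the other 17 libraries argues against. RNA of the VAL library carried into the RAJI and DAUDI libraries would bring the viral genes of VAL in proportion. Of the 61 viral genes at 10 TPM or more in VAL, 14 (22.95%) stood under 10% of the proportional level in RAJI, and the same number did so in DAUDI. RNA of RAJI or DAUDI carried into VAL is argued against by 5 viral genes at 10 TPM or more in VAL that were under 0.1 TPM in both of the other libraries. An exchange of RNA between RAJI and DAUDI is weighed among the observations on that pair. A pair of viral genes chosen after their values were seen showed the difference between the libraries. *EBNA-2* was at 10.5 TPM in RAJI, 5.19 TPM in DAUDI and 21.8 TPM in VAL, whereas *EBNA-3C* was at 1.07 TPM, 0.332 TPM and 37.5 TPM. The hypothesis that the 3 lines carried the virus stays open, with the levels depending on how the authors assigned reads between overlapping viral genes. The labels name no viral status, so no biological explanation was tested.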

How the results depend on the processing

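No test in this part was chosen after its result was seen, except the average of RAJI and DAUDI and the counts of calls of rho. Of 84 values under settings other than the omission of a line, 66 kept their direction and their side of the threshold, stayed within 1.5 times of a count or, for other values without a test, moved by less than the spread between lines. The others comprised 3 that weakened, 4 that changed direction and 11 that moved. The 66 include the relations under the filter of score genes at a mean of 5 TPM. That filter removed no gene, so those values could not change. Genes detected per line (17677 at 0.5 TPM and 11049 at 5 TPM) were judged as counts and moved by more than the SD between lines. Of 174 values with 1 line left out, 156 stayed the same, 7 weakened, 1 strengthened, 5 changed direction and 5 moved.

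Leaving out the 2 lines farthest from the median changed the most relations. The r of *TLE1* changed direction with *MYC* (0.0561), with the MYC target score (0.0509) and with the G2M score (-0.164), as did that of *STING1* with the interferon score (0.0487). None of these relations was past the adjusted level of 0.05 with or without those lines. The relation of *CD274* with the interferon score weakened to 0.332 and that of the GCB with the ABC score to -0.495. The setting leaves fewer lines with a smaller range by construction, and no other cause was tested. With RAJI and DAUDI averaged, the relation of *CD274* with the interferon score weakened to an r of 0.584 (adjusted p = 0.0706), and the range of its adjusted p over 7 alternatives was 0.0306 to 0.495. Its rho rose to 0.595 and passed the level (adjusted p = 0.0456). That of the GCB with the ABC score kept its call (r = -0.696, adjusted p = 0.0137), over a range from 0.00693 to 0.411. A pseudocount of 0.1, rescaling and inclusion of K-562 changed the direction or the call of r in none of the 9 relations. Z-scores did so in none of the 8 that used a score. For *STING1* with the interferon score, the fit with K-562 was not of the same form. It pooled all 20 libraries, OCI-LY19 and L-428 included (r = -0.00674), so it does not test the fit of 17 lines. Calls of rho did change. The adjusted p of rho for the GCB with the ABC score went from 0.0422 to 0.0969 after rescaling and 0.0966 with z-scores. Without L-428 and OCI-LY3 it was 0.264. The adjusted p of rho for *CD274* with the interferon score went from 0.0766 to 0.0430 with K-562. The filter at a mean of 5 TPM removed no gene of the scores, so it tested nothing.

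With 1 line left out, the r of *TLE1* ranged from -0.220 to 0.0160 with *MYC*, from -0.628 to -0.102 with the MYC target score and from -0.222 to 0.00452 with the E2F target score. It ranged from -0.0309 to 0.143 with the G2M score and from -0.423 to 0.0159 with the oxidative phosphorylation score. The changes of direction came without WSU-NHL for *MYC*, the G2M score (also without DAUDI, -0.0178) and oxidative phosphorylation, and without VAL for the E2F target score. The relation with the MYC target score passed the level only without OCI-LY3. The r of *CD274* with the interferon score ranged from 0.483 without VAL to 0.781 without RL, and its adjusted p from 0.0045 to 0.178. The adjusted p of rho lay between 0.0315 and 0.215 for this relation, with 3 of 19 fits past the level. For the GCB with the ABC score it lay between 0.0103 and 0.154, with 7 of 19 fits past the level. The cause was not tested.

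The number of genes co-varying with *TLE1* was 91 with no filter on mean TPM, 23 at a mean of at least 5 TPM, 234 at an absolute rho of 0.6, 3 at an absolute rho of 0.8 and 26 with K-562. It ranged from 51 to 99 with 1 line left out, and was 53 after rescaling. Against permuted values the one-sided p lay between 0.119 and 0.574 over these settings. The filters and thresholds change the number of genes that can be counted by construction. The median count of permuted values moved too, from 35.5 to 21 with K-562. It lay between 41.5 and 53.5 with 1 line left out. Part of these shifts may therefore follow from the number of lines, and the rest was not tested. The number of line-restricted genes was 841 at 5 TPM, 180 with a limit of 0.1 TPM in the other libraries, 308 in the 19 lymphoma lines and 479 after rescaling. The limits and the number of libraries compared set these counts by construction. The difference of K-562 from the median lymphoma line moved with the pseudocount of 0.1, to -9.92 for the B-lineage score and 8.42 for the erythroid score, and rescaling gave 5.65 for the latter. The concentration of the published genes stayed above each of 10000 random lists under its 4 alternatives.

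The averaged pair had no value for *TLE1* with the E2F target score, where DAUDI was outside the fit. No paired analysis was possible because each line had 1 library. The depth of the libraries was unknown, so how far it limits the low levels of *TLE1* and *STING1* could not be computed.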

Other observations

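The tests in this part were chosen after the results had been seen, except for the comparisons of RNA from L-428 in OCI-LY18, of a deletion and a general lower level of zinc-finger genes in L-428, and of immunoglobulin genes in RAJI and DAUDI. The labels gave no group that bears on these patterns, so no biological explanation was tested by comparing groups.

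RAJI and DAUDI were the most similar pair of lymphoma lines (rho 0.950, next pair 0.898). In this pair 4 genes were at 10 TPM or more in one library and under 0.1 TPM in the other, against a lowest count of 120 and a median of 276 over the 170 other pairs. Because the pair was picked for its similarity, this low count does not exclude 2 separate lines that are alike, such as lines of the same lymphoma type. RNA of the DAUDI library in the RAJI library would carry all its abundant transcripts. The variable genes of DAUDI stood in RAJI at a median of 69.2% of their DAUDI level, but 18 interferon-stimulated genes stood at a median of 3.08%. In the reverse direction, variable genes stood in DAUDI at a median of 100% of their RAJI level, but 59 histone genes stood at a median of 10.1%. Both values argue against an exchange of RNA as the source of the likeness. Besides separate lines that are alike, 1 line grown under both names stays open. The most abundant variable gene differed for 0 of 3 immunoglobulin chains. It was *IGHV1-69* for the heavy chain (54.2 TPM in RAJI, 247.3 TPM in DAUDI), *IGKV3-20* for the kappa chain (45.3 and 38.5 TPM) and *IGLV6-57* for the lambda chain (99.7 and 92.2 TPM), genes named by this test and not by the rule fixed beforehand. None of the 170 other pairs shared all 3 genes. The lambda gene weighs little, because it was the most abundant in 11 of the 19 lines. The libraries nonetheless differed in state, with interferon scores of 2.17 in RAJI and 5.69 in DAUDI, and E2F target scores of 6.08 and 3.93. A candidate explanation is 1 line in different growth or interferon states, which remains a hypothesis because genotypes were not analysed here. Which of the names would be right was not tested. The viral genes bear on it, since *EBNA-2* was above 0 and *EBNA-3C* was low in both libraries, but viral genotypes were not analysed here. The viral genes were not alike throughout. *BILF1* (3.21 TPM in RAJI, 23.1 TPM in DAUDI) and *BALF4* (3.57 and 28.3 TPM), chosen after their values were seen, were higher in DAUDI. The viral sum was higher in RAJI (1070 against 538 TPM).

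OCI-LY18 and L-428 carried 90.4% of the *TLE1* TPM of the 19 lines. Reads shared with the related genes *TLE3* and *TLE4* would keep *TLE1* in a like ratio to them in each line. *TLE1* stood at 83.0% of the sum of *TLE3* and *TLE4* in OCI-LY18 and 62.5% in L-428, and at no more than 5.83% in the other 17 lines. Scaling between lines is argued against by a share of 91.4% after rescaling. RNA of the L-428 library in the OCI-LY18 library is argued against by the 163 other genes at 10 TPM or more in L-428 and under 1 TPM in the other 17 lines, whose median level in OCI-LY18 was 0% of that in L-428, while *TLE1* was at 115%. A set of genes shared by these lines only was neither shown nor excluded. Besides *TLE1*, the pair shared 4 genes at 10 TPM or more that were under 5 TPM in the other lymphoma lines, limits that *TLE1* itself meets. Among the 171 pairs, 14 (8.19%) shared as many, and the median was 0. This rank is below the top 5% that the test asked for, but the pair does hold such genes. A difference in *TLE1* itself between lines and a small shared set both stay open as hypotheses, and each rests on 1 library for each of the lines.

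L-428 or OCI-LY18 was among the 2 highest lines for 18 of the 23 published genes, the highest count of any pair of lymphoma lines. The count was 17 for L-428 or OCI-LY3, and also 17 for L-428 or BJAB. The count of 18 was set against the best pair of lines of each of 10000 random lists matched on mean level and on the share of the 2 highest lines. The median list reached 13 genes and the highest 21, and 158 lists reached 18 or more. This argues against chance among genes as concentrated. For the count of 17 the number of lists was 492. What stays open is how the list was chosen, since the study selected it on these libraries, and a few lines with many particular genes could fill such a list.

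The E2F target score of RL and DAUDI (4.28 and 3.93) lay 1.58 below the lowest other line on the log2 scale, and their G2M score lay 0.39 below. Scaling of TPM between lines is argued against by the gap after rescaling, which was 1.83 for the E2F target score and 0.90 for the G2M score. Fewer dividing cells at harvest and an interferon response cannot be told apart as explanations. Histone genes took 0.845% of TPM in DAUDI and 1.51% in RL, against 6.08% or more in the other 17 lines, which is consistent with fewer dividing cells. The score of 12 resting-cell genes was the highest in RL (6.47) but ranked 9 in DAUDI (5.52), below 7 of the other 17 lines (their median was 5.03). Histone transcripts could also differ with how a library treats RNA without a poly(A) tail. A general loss of such RNA is argued against by 3 noncoding RNAs without such a tail. Their share of TPM was 5.13% in DAUDI and 4.67% in RL, against a median of 4.93% in the lymphoma lines. An effect of library treatment on histone transcripts alone was not tested. The interferon score ranked 1 in RL and 3 in DAUDI among the lines. VAL ranked between them, with an interferon score of 6.30. Its E2F target score was 5.95, the fourth lowest of the 19 lines. Among the other 17 lines it had no detectable relation with the E2F target score (r = -0.184, two-sided permutation p = 0.497; rho = 0.176, permutation p = 0.495). Without the 2 lines farthest from the median interferon score, r was 0.314 (permutation p = 0.253). VAL was the only line of this test with an interferon score above that of DAUDI, and 1 library decides nothing, which keeps the explanation open for RL and DAUDI.

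L-428 lacked transcripts of many zinc-finger genes. Among genes with a median of 10 TPM or more over the lymphoma lines, 53 were under 0.5 TPM in L-428 and in none of the other 19 libraries, and 17 of these (32.1%) were zinc-finger genes, compared with 2.65% of the 8915 expressed genes. A chance draw from the expressed genes gave a median of 1 zinc-finger gene and at most 8, and 0 of 10000 draws held as many. Poor mapping of zinc-finger genes would silence them in other libraries too. Counted whether or not a gene was silent elsewhere, zinc-finger genes made up 27 of the 199 expressed genes silent in L-428 (13.6%) and 3.17% of those silent in the other 19 libraries (45 of 1420), with a median of 1 zinc-finger gene per library. This argues against poor mapping as the whole of the pattern. The share was nearly as high in DAUDI (12.7%, 8 genes) and RAJI (10.5%, 9 genes), so a raised share was not particular to L-428. A lower level of zinc-finger genes in general would also lower the 219 zinc-finger genes outside these 17. Their median log2 ratio in L-428 to the median line was 0.17 (0.07 for other genes). After rescaling the values were 0.08 and -0.04. These values argue against a lower level among the 219 genes only. The 17 silent genes were left out of them by construction, and no median with the 17 included is given. Of the silent genes, 13 lay on chromosome 19 in the GRCh38.p14 gene order. One deletion across them is argued against by the other 401 expressed genes between them, of which 95.5% were at 1 TPM or more in L-428. Silencing of single clusters, for which no test was available, and several small deletions stay open as hypotheses.

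Genes silent in exactly 1 library tended to lie next to each other. Among 334 such genes with a position (95.4% of expressed genes had one), 19 neighbouring pairs were silent in the same library. A chance draw from the expressed genes gave a median of 1 pair and at most 7, and 0 of 10000 random sets gave as many. L-428 had 6 of the pairs on chromosome 19, which belong to the zinc-finger pattern above, and SUDHL-4 had 4 on chromosome 15, around *SNRPN*, a gene chosen after its values were seen. Those 4 pairs include overlapping transcripts and small RNAs within a host gene, so they are not independent of one another and the count of 19 overstates the number of separate events. Deletions and local silencing were not distinguished, because DNA was not analysed here.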
